A study of Drosophila melanogaster with 18 samples. Its data were reported in "A cis-regulatory element promoting increased transcription at low temperature in cultured ectothermic Drosophila cells" (2021).

How the data were processed

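Transcript levels were measured in S2R+ cells, an adherent line derived from *Drosophila* embryos, with 18 one-colour Agilent arrays on which Cy3-labelled material from total RNA was hybridised. Cells had received double-stranded RNA of *His2Av* (H2Av RNAi) or of the bacterial gene *lacZ* (lacZ RNAi, the control) and were then kept for 24 h at 14, at 25 or at 30 °C. The labels gave 6 groups of 3 replicates, and every array was assigned to its group and replicate from its title.

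The deposited scanner files held intensity values on a linear scale, which the authors had extracted from the array images with Agilent's Feature Extraction software, per the file headers. The column used for the main results was the processed signal, an intensity after background subtraction and spatial detrending within the array, with low values replaced by a surrogate. It had not been normalized between arrays. Median pixel intensities of each spot and of its local background were used for an alternative. The same files held flags of 0 or 1 for spots well above background, saturated spots and outlier spots. A deposited matrix of the whole series held log2 values that the authors had quantile-normalized between arrays. Its values lay between -0.08 and 19.1, and their rank order was closer to the median signal (Spearman correlation per array 0.986 to 0.997) than to the processed signal (0.968 to 0.987). Which signal and which further steps had entered that matrix was not stated, so it served as an alternative source of values only. The number of columns of values left unused was 0.

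Each array held 45020 spots, of which 1417 were control spots and 43603 measured 32162 different probes. A probe had 1 spot (22321 probes), 2 spots (9641 probes) or 10 spots (200 probes). The systematic names of the probes were matched to RefSeq gene symbols by locus tag, synonym or transcript accession. A symbol was found for 19480 probes (60.6%), covering 13058 symbols. The systematic names are those of the array's design and can be older than current ones. Chromosome positions are not given, because the array was designed on an earlier genome build than the names table that was at hand.

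After log2 transformation of the processed signal, the non-control spots were quantile-normalized between the 18 arrays with limma 3.58.1 in R 4.3.3, as the study's methods name quantile normalization for this experiment. Spots with an outlier flag were left out (42 to 78 per array). The median over the spots of a probe was used, and no non-control spot was saturated. Probes were kept if they were well above background on at least 2 of the 3 arrays of at least 1 group. This filter kept 21774 probes, of which 14604 (67.1%) had a gene symbol. Different probes of a gene were never averaged. For a gene named in advance, the probe with the highest mean signal was used, and other probes are given where they disagree.

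Linear models with 6 group means were fitted over all 18 arrays with limma (lmFit, contrasts.fit and eBayes, two-sided), so that the groups shared an estimate of the spread with 2.35 prior degrees of freedom. A probe passed at a Benjamini-Hochberg adjusted p under 0.05 over all 21774 probes together with a change of at least 2-fold. Comparisons were H2Av against lacZ RNAi at each temperature and for the mean of the temperatures, each pair of temperatures within each RNAi group, and the interaction, that is the temperature effect in H2Av RNAi minus that in lacZ RNAi. All adjusted p-values of single probes come from limma. In addition, the temperature response of probes changed between 14 and 30 °C was compared between the RNAi groups with an exact permutation test that exchanged RNAi labels within each temperature. The H2Av effect was not removed before that test. Correlations of effects across probes were set against 100 simulations in which an effect was absent, because comparisons that share arrays also share their chance values. Ranges of the simulations run from the 2.5 to the 97.5 percentile.

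Probe lists for cell processes and for *Hsp* genes, which the study had assembled for another experiment with the same array type, were tested with limma's camera (preset correlation 0.01), with fry, and with camera using an estimated correlation. The lists were S phase, M phase, glycolysis, tricarboxylic acid (TCA) cycle, oxidative phosphorylation, mitochondrial ribosome, cytoplasmic ribosome, proteasome, autophagy, insulin and TOR signalling, amino acid catabolism, lipid metabolism, beta oxidation, peroxisome and *Hsp*. P-values were adjusted over all lists in both RNAi groups (30 tests).

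The genes to be named were set by a rule before the data were examined, as were the groups, the comparisons, the threshold and the alternatives not marked otherwise. The rule took *His2Av* and *Act5C*, 10 genes that the study's text names as temperature-regulated or as controls in this cell line, and, per comparison, the 3 named genes with the largest rise and the 3 with the largest fall. The latter had to pass the threshold, to be well above background on every array of the groups compared, and to have groups of arrays that did not overlap. It was applied to H2Av against lacZ RNAi at each temperature, to 14 against 30 °C in lacZ RNAi and to the interaction of 14 against 30 °C.

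Between 56.2% and 67.0% of the non-control spots were well above background. The 75th percentile of the processed signal ranged from 1816 (H2Av RNAi 30 °C replicate 3) to 6481 (lacZ RNAi 25 °C replicate 1), and the mean net signal of negative control spots from 35.4 to 49.9. With 3 arrays per group, the number of arrays limits the precision. Each of the 6 slides held the arrays of a single group and was scanned on its own, so slide, scan and group cannot be told apart. The order of the scans followed temperature, from 14 °C through 25 °C to 30 °C.

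The fits were tested on simulated data drawn from the means and spreads of the 21774 probes. Of 200 probes changed by known amounts in H2Av against lacZ RNAi at 14 °C, 146 were recovered (73.0%) among 156 calls, 10 of which were false. Of 200 probes with a simulated interaction of 14 against 30 °C, 109 were recovered (54.5%) among 119 calls, 10 of them false. In the simulated comparison of H2Av against lacZ RNAi at 25 °C, in which nothing was changed, 0 of 21774 probes were called. The simulated noise was independent between probes, with the same spread of a probe in every group. Real arrays deviated together, and the median SD of a group ranged from 0.20 to 0.41. The simulated counts therefore do not give the false calls to be met in the real data.

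Alternatives were scaling to the 75th percentile of each array in place of quantile normalization, normexp background correction with an offset of 50 followed by quantile normalization, the deposited matrix, no filter, a filter for probes well above background on all 18 arrays (16047 probes), means over spots, the replicate number as a block, fits with the arrays of the compared groups alone, other thresholds including limma's treat, other choices of temperature-changed probes, and each array left out in turn. The normexp alternative used the median in place of the mean spot signal, since no mean was among the columns at hand. Fits with array quality weights and with a replicate block within each RNAi group, permutations of same-numbered pairs and of all 15 lists, splits and permutations that keep same-numbered arrays together, and list tests of the interaction were added after the data had been seen. Whether replicate numbers pair the arrays was checked by the correlation, across probes, of the deviations of same-numbered arrays from their group means, as the labels give the numbers without saying what they share. Every pair had r over 0.1 for 14 against 30 °C in lacZ RNAi (0.19 to 0.25) and, in H2Av RNAi, for 14 against 30 °C (0.11 to 0.36), 14 against 25 °C (0.28 to 0.46) and 30 against 25 °C (0.18 to 0.43), so the numbers paired the arrays there. In the other comparisons at least 1 pair did not. Within each RNAi group the replicate number also followed the position on the slide, 1 to 3 for lacZ RNAi and 2 to 4 for H2Av RNAi. A shared position and a shared experiment thus cannot be told apart as the source of the pairing. Files were read with Python 3.11.15 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.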

Results

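The data comprised 18 arrays of S2R+ cells in 6 groups of 3 replicates, with H2Av RNAi or lacZ RNAi and 24 h at 14, at 25 or at 30 °C. *His2Av* encodes the *Drosophila* counterpart of the histone variant H2A.Z, and *lacZ* is a bacterial gene without a counterpart in the fly. Correlations of normalized log2 signals across 21774 probes ranged from 0.957 to 0.995 between arrays of the same group and from 0.913 to 0.985 between arrays of different groups. The median SD of a probe within a group was lowest for H2Av RNAi at 25 °C (0.20) and lacZ RNAi at 14 °C (0.20). It was highest for lacZ RNAi at 25 °C (0.41) and at 30 °C (0.37). H2Av RNAi had 0.30 at 14 °C and 0.23 at 30 °C. On lacZ RNAi 25 °C replicate 1, transcripts encoded by the mitochondrial genome were lower than on the other arrays of its group, by a median of -2.05 on the log2 scale over 20 probes. Each group lay on a slide of its own, so slide and group cannot be told apart within a single comparison. For 14 against 30 °C, the effects in lacZ and H2Av RNAi came from separate slides. They correlated across probes with r of 0.84, above the range of -0.59 to 0.66 simulated without any effect. That argues against single slides as the whole cause of the temperature change that both RNAi groups share. It does not argue against a drift over the scans, whose order followed temperature in both RNAi groups.

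The target transcript was examined first. The *His2Av* probe with the highest mean signal (A_09_P042711) had a log2 signal of 15.53 ± 0.26 (SD, n = 3) in lacZ RNAi and 12.39 ± 1.10 in H2Av RNAi at 14 °C. At 25 °C the corresponding signals were 15.89 ± 0.74 and 12.82 ± 0.95, and at 30 °C 16.12 ± 0.15 and 12.18 ± 0.13. The change was -3.14 (SE 0.52, limma adjusted p 0.00244) at 14 °C, -3.07 (adjusted p 0.00109) at 25 °C and -3.95 (adjusted p 0.000197) at 30 °C. These changes left 11.3%, 11.9% and 6.47% of the control signal. The lowest of the lacZ RNAi arrays (15.04) was above the highest of the H2Av RNAi arrays (13.82). The other *His2Av* probe (A_09_P211360) fell further, with changes of -4.43, -4.86 and -6.01. Of the alternatives, fitting the arrays of the compared groups alone moved the test of A_09_P042711 most, to an adjusted p of 0.0339 at 14 °C. *Act5C* (A_09_P193685) served as a control. Its signals were 17.70 ± 0.04 and 17.64 ± 0.15 at 14 °C, 17.48 ± 0.90 and 17.88 ± 0.21 at 25 °C, and 17.68 ± 0.23 and 17.66 ± 0.03 at 30 °C. *Act5C* did not pass the threshold at any temperature, with changes of -0.06, 0.40 and -0.02. Its other probe (A_09_P041136) gave -0.13, -0.01 and -0.16. For A_09_P193685 the sign at 14 and 30 °C flipped under scaling to the 75th percentile, to 0.16 and 0.14, where the median over all probes itself lay at 0.13 and 0.16, and at 30 °C also without lacZ RNAi 30 °C replicate 1 (0.04) or replicate 3 (0.06). At 25 °C the change was -0.11 without lacZ RNAi 25 °C replicate 1.

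**Figure D1:**
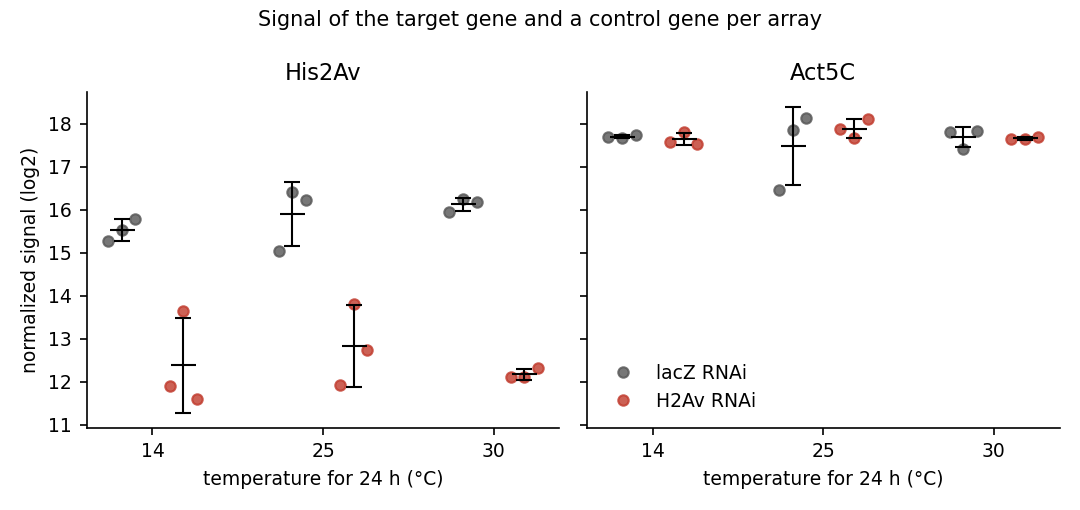
Normalized log2 signal of *His2Av* (left, probe A_09_P042711) and *Act5C* (right, probe A_09_P193685) against temperature in °C, with a point for each array (grey for lacZ RNAi, red for H2Av RNAi) and bars for the mean and SD of 3 arrays. For *His2Av* the highest H2Av RNAi array lies at 13.82 and the lowest lacZ RNAi array at 15.04, while *Act5C* did not pass the threshold at any temperature.

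To determine how far depletion of *His2Av* changed the transcriptome, H2Av RNAi was compared with lacZ RNAi at each temperature. At 14 °C, 822 probes passed the threshold (3.78% of 21774), of which 408 were higher and 414 lower in H2Av RNAi. At 25 °C, 3154 probes passed (14.5%; 1470 higher and 1684 lower), and at 30 °C 1468 (6.74%; 620 higher and 848 lower). For the mean of the temperatures, 1818 probes passed (918 higher and 900 lower). The count at 25 °C rested in part on single arrays of lacZ RNAi at 25 °C. It was 1862 without replicate 1 and 4697 without replicate 2. Leaving out lacZ RNAi 14 °C replicate 1 lowered the count at 14 °C to 460. Of the alternatives with all arrays and the same threshold, normexp background correction lowered the count at 14 °C most, to 442, and array quality weights, chosen after the data had been seen, raised it most, to 1336. The balance of directions depended on the scaling. Scaling to the 75th percentile moved the median over all probes to 0.13 at 14 °C, 0.43 at 25 °C, 0.16 at 30 °C and 0.25 for the mean. With it, 666 probes were higher and 258 lower at 14 °C, 3899 and 909 at 25 °C, 819 and 647 at 30 °C, and 1999 and 456 for the mean.

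Probes changed by H2Av RNAi overlapped between temperatures. Of the probes that passed at 14 °C, 539 also passed at 25 °C (119 by chance), 537 of them in the same direction. A total of 434 passed at 14 and 30 °C (55.4 by chance; 432 in the same direction), and 896 at 25 and 30 °C (213 by chance; 859 in the same direction). All 380 probes that passed at the 3 temperatures moved in the same direction. Across probes, which are not independent replicates, the H2Av effects correlated with Pearson's r of 0.56 for 14 and 25 °C, 0.58 for 14 and 30 °C, and 0.60 for 25 and 30 °C. These effects share no arrays. In simulations without any effect, r averaged -0.04, -0.03 and -0.01 and its range reached 0.71, 0.59 and 0.61, above each of these values. When only the effect at the warmer temperature was removed, the range reached 0.44, 0.41 and 0.56, below them. The r for 25 and 30 °C was 0.36 without lacZ RNAi 30 °C replicate 2.

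Of the named genes with the largest changes, *CG6324* (A_09_P038996) rose at every temperature, by 3.35 at 14 °C, 4.03 at 25 °C and 4.45 at 30 °C (SE 0.31; limma adjusted p 4.68e-05, 4.38e-06 and 1.43e-06). *St1* (A_09_P027036) fell at every temperature, with changes of -3.23, -4.05 and -3.68 (SE 0.30; adjusted p 4.68e-05, 3.59e-06 and 3.78e-06). The largest rise at 14 °C was that of *CG11617* (A_09_P017861), from 5.92 ± 0.30 to 11.06 ± 0.45 (change 5.14, SE 0.40, adjusted p 1.78e-05). At 25 °C *Rhp* (A_09_P222250) rose most, by 4.09, while its other probes rose by between 2.56 and 2.62. At 30 °C *CG34355* (A_09_P003916) rose by 4.97 and *nanos* (A_09_P043896) by 4.23. *SkpB* (A_09_P078216, change 3.19 at 14 °C) and *Septin4* (A_09_P050426, change 3.89 at 25 °C) completed the rises. Besides both *His2Av* probes and *St1*, the largest falls were those of *Obp19c* (A_09_P040826, change -4.08 at 14 °C), *CG6495* (A_09_P079551, change -4.05 at 25 °C) and *Rcd-1r* (A_09_P021036, change -3.61 at 30 °C). *Obp19c* was not well above background on any array of H2Av RNAi at 25 or 30 °C. The other probe of *CG6495* fell less at 25 °C, with a change of -1.37, and that of *Septin4* rose by 1.96. The arrays of both groups did not overlap for any of these probes, as the rule for naming them required.

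**Figure D2:**
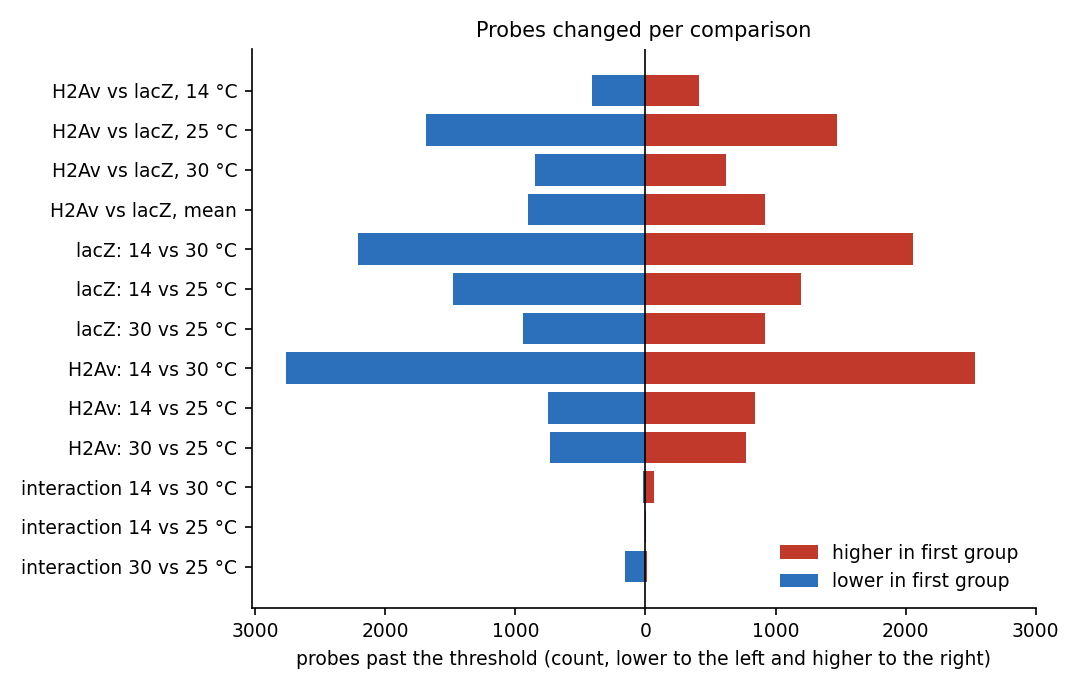
Number of probes past the threshold per comparison, with probes higher in the group named first to the right (red) and lower ones to the left (blue). Comparisons of 14 with 30 °C gave 4265 probes in lacZ RNAi and 5296 in H2Av RNAi, whereas the interactions gave 87, 2 and 169.

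The temperature response of control cells was determined within lacZ RNAi. Between 14 and 30 °C, 4265 probes differed (19.6%), of which 2055 were higher and 2210 lower at 14 °C. Between 14 and 25 °C, 2673 probes differed (1193 higher and 1480 lower at 14 °C). Between 30 and 25 °C, 1864 probes differed (920 higher and 944 lower at 30 °C). The last of these counts depended on single arrays of lacZ RNAi. It was 1166, 4112 and 1001 without replicates 1, 2 and 3 at 30 °C, and 2962 and 1235 without replicates 2 and 3 at 25 °C. A fit with these 6 arrays alone called 0 probes with limma, while 3735 probes had an unadjusted p under 0.05. Normexp background correction moved the count between 14 and 30 °C most among the alternatives with the same threshold, to 2196. Scaling to the 75th percentile moved the median over all probes to 0.12 for 14 against 30 °C, 0.32 for 14 against 25 °C and 0.16 for 30 against 25 °C. With it, 2691 probes were higher and 859 lower at 14 than at 25 °C, and 1965 were higher and 551 lower at 30 than at 25 °C.

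The largest rise at 14 against 30 °C in lacZ RNAi was that of *CG13694* (A_09_P017811), from 5.97 ± 0.31 at 30 °C to 12.98 ± 0.33 at 14 °C (change 7.01, SE 0.25, limma adjusted p 8.52e-10). *Anp* (A_09_P041271) rose by 4.93 and *CG34033* (A_09_P001106) by 4.59. The largest fall was that of *Hsp23* (A_09_P042791), from 14.69 ± 0.84 at 30 °C to 9.64 ± 0.46 at 14 °C (change -5.04, SE 0.45, adjusted p 2.45e-06), a 33.0-fold difference. *Gfat1* (A_09_P079236, change -4.50) and *CG31974* (A_09_P166965, change -4.28) followed.

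The same comparison was made in H2Av RNAi. Between 14 and 30 °C, 5296 probes differed (24.3%; 2536 higher and 2760 lower at 14 °C), between 14 and 25 °C 1595 (845 higher and 750 lower at 14 °C), and between 30 and 25 °C 1510 (773 higher and 737 lower at 30 °C). With scaling to the 75th percentile, which moved the median over all probes to 0.11 for 14 against 30 °C, 2871 probes were higher and 1949 lower at 14 than at 30 °C, and 895 were higher and 505 lower at 14 than at 25 °C. The count between 30 and 25 °C was 905 without H2Av RNAi 25 °C replicate 2, and 941 and 987 without H2Av RNAi 30 °C replicates 1 and 2. Of the probes that passed between 14 and 30 °C in lacZ RNAi, 3115 also passed in H2Av RNAi (1037 by chance), 3099 of them in the same direction.

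Of 10 genes that the study's text names, 9 had an adjusted p under 0.05 between 14 and 30 °C in lacZ RNAi and 9 in H2Av RNAi. Adjusted over the list alone, the counts were 9 and 9. *Hsp22*, *Hsp23*, *Hsp26* and *Hsp27* were lower at 14 °C, with changes of -3.13, -5.04, -1.85 and -2.24 in lacZ RNAi and -3.52, -4.86, -2.30 and -2.82 in H2Av RNAi. *betaTub97EF* rose by 3.42 and 3.54, *pst* by 3.39 and 3.12, *CG32944* by 3.52 and 3.20, *Akh* by 2.69 and 2.80, and *InR* by 0.85 and 0.92. *sqh* did not pass, with changes of -0.41 and -0.46 (adjusted p 0.527 and 0.442). A second probe of *CG32944*, which was well above background on few arrays, had a change of 0.21 in lacZ RNAi (adjusted p 0.893). The probes of *InR* differed in direction in H2Av RNAi, where they ranged from -0.46 to 1.85. The change of *InR* was below 2-fold in both groups, and in lacZ RNAi its adjusted p rose above 0.05 without replicate 2 at 30 °C (change 0.70, limma adjusted p 0.0536) and without replicate 3 at 14 °C (change 0.75, adjusted p 0.0586). No interaction was found for any of the 10 genes.

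**Figure D3:**
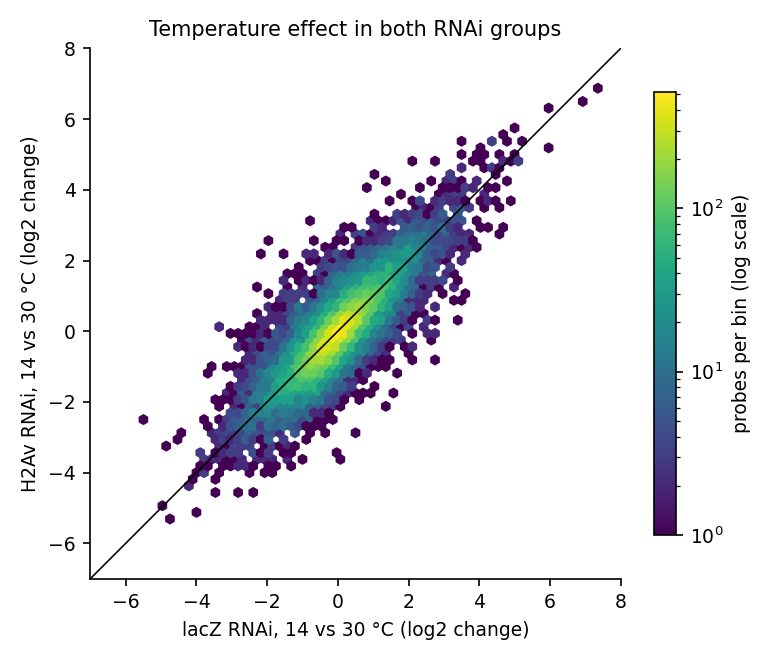
Log2 change of each of 21774 probes between 14 and 30 °C in lacZ RNAi (horizontal axis) and H2Av RNAi (vertical axis), as a density of probes on a logarithmic colour scale, with the line of equal change. The points lie along the line, with Pearson's r of 0.84 across probes.

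The question whether depletion of *His2Av* alters the response to temperature was addressed by the size of the response, by the interaction and by the resemblance of both effects. Probes changed between 14 and 30 °C on the mean of both RNAi groups were divided into CoolUp probes (2636, higher at 14 °C) and CoolDown probes (2668, lower at 14 °C). The median change of CoolUp probes was 1.499 in lacZ RNAi and 1.62 in H2Av RNAi, a difference of 0.12 (exact permutation test, two-sided p = 0.18). The median change of CoolDown probes was -1.40 and -1.56, a difference of -0.15 (exact permutation test, two-sided p = 0.095). The smallest p that the 400 permutations allow is 0.005. With same-numbered arrays paired, which was chosen after the data had been seen, the differences were 0.13 and -0.15 (exact permutation p 0.2 and 0.4), and 3 pairs against 3 allow no p below 0.1. Neither difference passed a test. The 400 permutations left in any H2Av effect that both temperatures share, which can widen their range. They thus do not measure the spread between replicates alone. The paired changes are free of such an effect, and those of lacZ and H2Av RNAi overlapped for both probe sets. In the permutations, the difference of CoolDown probes passed without lacZ RNAi 30 °C replicate 2 (-0.17, exact p 0.045). It also passed without H2Av RNAi 14 °C replicate 1 (-0.18, exact p 0.025) or H2Av RNAi 30 °C replicate 3 (-0.19, exact p 0.015). Without lacZ RNAi 30 °C replicate 1 both differences were smallest, at -0.057 for CoolDown and 0.030 for CoolUp probes. The same sign in both RNAi groups was found for 99.7% of CoolUp and 99.6% of CoolDown probes, a share that the choice on the mean of both groups favours. When probes were chosen in lacZ RNAi alone the differences changed sign, to -0.07 and 0.08, and when chosen in H2Av RNAi alone they were 0.30 and -0.34. Selection of probes within a group overstates the change in that group.

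Tests of the interaction called 87 probes for 14 against 30 °C (0.400%), 2 for 14 against 25 °C and 169 for 30 against 25 °C (0.776%). At an unadjusted p under 0.05, 1943, 2599 and 2404 probes were found. For 14 against 30 °C, 68 probes had a higher and 19 a lower change in H2Av RNAi, and for 30 against 25 °C 12 and 157. A set of 50 probes was shared by these interactions, with opposite sign for each probe (0 with the same sign). Both interactions use the arrays at 30 °C with opposite sign, which favours such an overlap by chance. The count for 14 against 30 °C was 48 and 49 without H2Av RNAi 30 °C replicates 1 and 2, and 56, 51 and 53 without lacZ RNAi 14 °C replicates 1, 2 and 3. That for 30 against 25 °C was 432 without lacZ RNAi 30 °C replicate 2, and 107 without H2Av RNAi 25 °C replicate 3 or H2Av RNAi 30 °C replicate 3. Of genes with several probes, the other probes had the same direction for 11 of 21 genes (52.4%, 95% exact binomial interval 29.8% to 74.3%) for 14 against 30 °C and for 22 of 40 genes (55.0%, 38.5% to 70.7%) for 30 against 25 °C. For the 524 and 1091 probes called with array quality weights, the corresponding shares were 77.6% of 125 genes (69.3% to 84.6%) and 75.2% of 254 genes (69.4% to 80.4%).

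The named genes with the largest positive interaction of 14 against 30 °C were *ND5* (A_09_P123740, 3.82, SE 0.70, limma adjusted p 0.0297), *CG42335* (A_09_P059221, 3.13, adjusted p 0.00445) and *Srg3* (A_09_P217360, 3.13, adjusted p 0.00746). Other probes did not share the size of the interaction. They gave 0.41 and 2.19 for *ND5*, -0.34 for *CG42335* and -0.21 for *Srg3*. The signal of these 3 probes in H2Av RNAi was lowest at 30 °C, for *ND5* 7.61 ± 0.20 against 9.88 ± 0.74 at 14 °C. The largest negative interactions were those of *b6* (A_09_P077096, -2.07, adjusted p 0.0218), *Nagk* (A_09_P075406, -1.70, adjusted p 0.00719) and *CG6299* (A_09_P179590, -1.65, adjusted p 0.0401). The other probes of *b6* and *CG6299* gave -1.94 and -1.45. Calls of *b6* and *CG6299* were lost under scaling to the 75th percentile (adjusted p 0.0655 and 0.0526). With a replicate block within each RNAi group, chosen after the data had been seen, that of *CG6299* was lost too (adjusted p 0.0907). Leaving out single arrays also moved the adjusted p of *ND5* (0.0234 to 0.0912), *b6* (0.0176 to 0.071) and *CG6299* (0.0407 to 0.128) past the threshold. The probes called for 14 against 25 °C, A_09_P090935 (4.14, SE 0.38, adjusted p 0.000507) and A_09_P167505 (-2.50, SE 0.35, adjusted p 0.0499), have no gene symbol and were named after their values had been seen.

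Depletion could also shift the transcriptome of cool cells towards that of warm cells, in which case the effect of H2Av RNAi at 14 °C would run against the change of lacZ RNAi at 14 against 30 °C. Across probes, these effects had a Pearson's r of 0.016 (Spearman's rho 0.054). Both use the same lacZ RNAi arrays at 14 °C, so that r lies below 0 by chance. Simulations with an unchanged H2Av RNAi group gave a mean of -0.18 (-0.43 to 0.08) when the temperature effect was kept and -0.49 (-0.86 to 0.25) when it was removed as well. The simulations named next kept the temperature effect. For the H2Av effect at 30 °C, r was 0.14 (rho 0.14), against 0.18 (-0.10 to 0.47) in simulations with the temperature effect kept. For the H2Av effect at 25 °C, which shares no array, r was 0.10 (rho 0.12; simulated 0.02, from -0.28 to 0.39). The effect of 30 against 25 °C in lacZ RNAi and the H2Av effect at 14 °C gave r of 0.031 (rho 0.031; simulated -0.03, from -0.52 to 0.51). None of the 4 values lay outside the simulated range. These simulations held no H2Av effect, whereas H2Av RNAi changed 822 probes at 14 °C and 3154 at 25 °C. Their ranges thus do not show what an H2Av effect unrelated to temperature would give. By contrast, the effects of 14 against 30 °C in both RNAi groups had r of 0.84 (rho 0.81), above the simulated range of -0.30 to 0.32.

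Probe lists for cell processes were tested at 14 against 30 °C. The S phase list (53 probes) had a median change of -1.11 in lacZ RNAi and -1.54 in H2Av RNAi (camera adjusted p 2.34e-16 and 3.37e-19), the M phase list (45 probes) of -0.47 and -0.65 (2.43e-04 and 4.64e-07), and the *Hsp* list (19 probes) of -2.24 and -2.71 (1.43e-10 and 6.50e-11). Scaling to the 75th percentile, which moved the S phase median in lacZ RNAi to -0.94 (-1.06 relative to all probes), changed no direction of these lists. Proteasome probes rose in both groups, by 0.17 and 0.22 (0.0169 and 0.0017), and beta oxidation probes passed in lacZ RNAi alone, with medians of 0.39 and 0.14 (0.0414 and 0.163). The difference between the groups did not pass for the latter (camera adjusted p of the interaction 0.396). All these calls held under fry, which also called amino acid catabolism, lipid metabolism and beta oxidation in both groups and insulin and TOR signalling in H2Av RNAi. With an estimated correlation no list passed, the lowest adjusted p being 0.111. In the S phase list 38 probes in lacZ RNAi and 44 in H2Av RNAi had an adjusted p under 0.05, against 43 and 47 adjusted over the list alone. The counts were 20 and 31 (23 and 33 adjusted over the list alone) for M phase, and 16 and 18 (17 and 18 adjusted over the list alone) for *Hsp*. Several *Hsp70* genes share probes, and *Hsp22*, *Hsp23*, *Hsp26* and *Hsp27* are among the genes of the list.

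The remaining lists did not pass with camera. Median changes in lacZ and H2Av RNAi were 0.00 and -0.16 for glycolysis, -0.04 and -0.21 for the TCA cycle, -0.06 and 0.02 for oxidative phosphorylation, -0.20 and 0.11 for the mitochondrial ribosome, and -0.0012 and 0.04 for the cytoplasmic ribosome. They were 0.20 and 0.20 for autophagy, 0.09 and -0.17 for insulin and TOR signalling, -0.34 and -0.49 for amino acid catabolism, 0.28 and 0.01 for lipid metabolism, and -0.14 and 0.01 for peroxisome. Median and mean differed in sign for glycolysis in lacZ RNAi (mean -0.09, test up), and in H2Av RNAi for oxidative phosphorylation (mean -0.03, up with camera and down with fry) and peroxisome (mean -0.10, test down). Scaling to the 75th percentile, with medians over all probes of 0.12 in lacZ RNAi and 0.11 in H2Av RNAi, gave medians of opposite sign for glycolysis in H2Av RNAi (0.04) and, in lacZ RNAi, for the TCA cycle (0.14), oxidative phosphorylation (0.12) and the cytoplasmic ribosome (0.21). Relative to all probes, the sign differed only for the TCA cycle (0.03) and the cytoplasmic ribosome (0.09) in lacZ RNAi and for peroxisome (-0.07) in H2Av RNAi.

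**Figure D4:**
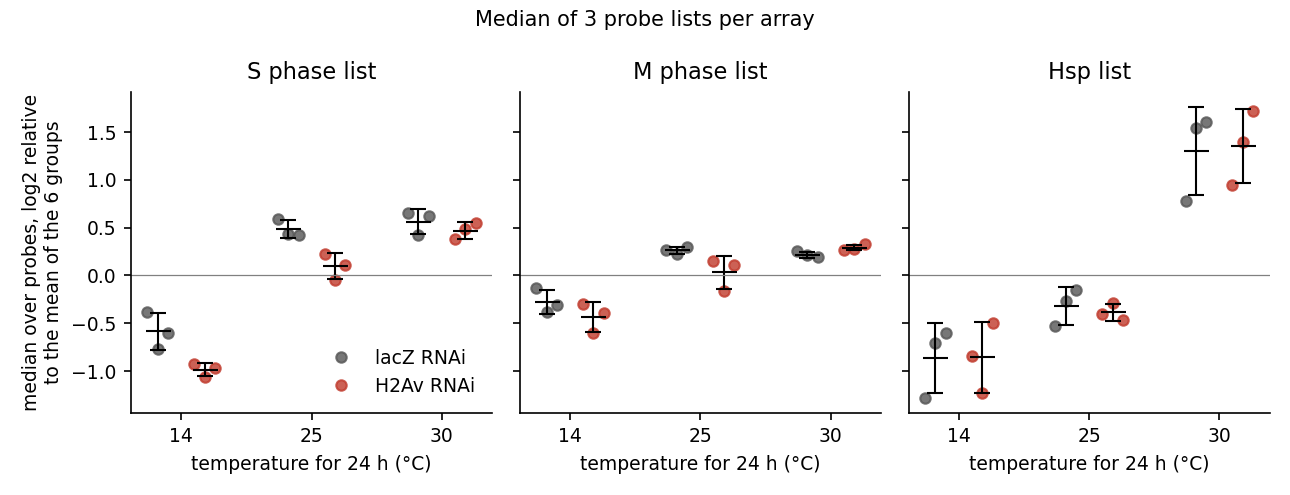
Median log2 signal of the S phase, M phase and *Hsp* probe lists per array, relative to the mean of the 6 groups, against temperature in °C, with a point for each array (grey for lacZ RNAi, red for H2Av RNAi) and bars for the mean and SD of 3 arrays. In both RNAi groups the medians are lower at 14 than at 30 °C.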

Values the study reported

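The study reported that RNA interference lowered His2Av to around 30% of its normal level. For another experiment with S2R+ cells on arrays, it counted 698 CoolUp genes (9%) and 1287 CoolDown genes (18%) among 7350 genes that were clearly expressed. Genes were counted there when the mean over the cooler temperatures, 11 and 14 °C, differed at least 2-fold from the mean over 25 and 30 °C, at a false discovery rate under 0.01. In that experiment it gave a 69.7-fold difference of *Hsp23* transcript levels between 14 and 30 °C.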

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

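Of the tests in this part, those on other probes of a gene, on scaling, on probes near background, on slides, on pairs of arrays and on list interactions were chosen only after the interaction results had been seen.

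The temperature effect differed between RNAi groups, by a test of the difference itself, for 87 probes at 14 against 30 °C, 2 probes at 14 against 25 °C and 169 probes at 30 against 25 °C. Other splits of the arrays exchanged RNAi labels within each temperature, after removal of the mean H2Av effect. For 14 against 30 °C, 1 of 100 splits (the real one) gave as many probes, for 14 against 25 °C 3 of 100 and for 30 against 25 °C 3 of 100. The share is under 0.05 for each, but these splits part same-numbered arrays, which deviated together for 14 against 30 °C in both RNAi groups and for the other comparisons in H2Av RNAi. Of the 10 splits that keep same-numbered arrays together, 1 (the real one) gave as many probes for 14 against 30 °C and for 30 against 25 °C, and 2 for 14 against 25 °C. With 10 splits chance cannot be excluded for any of these counts. Among the 100 splits, those with more probes than the real one gave 3 and 5 for 14 against 25 °C and 2460 and 1691 for 30 against 25 °C. The latter splits exchanged lacZ RNAi 25 °C replicate 2 with H2Av RNAi 25 °C replicate 3, and lacZ RNAi 30 °C replicate 2 with H2Av RNAi 30 °C replicate 1 or 2. As each slide held a single group, no exchange between groups can follow a slide, so these splits say nothing about slide. The 68 probes with a higher interaction at 14 against 30 °C had at 30 °C a median of 0.89 in lacZ RNAi and -1.06 in H2Av RNAi, relative to the mean of the groups. The 157 probes with a lower interaction at 30 against 25 °C had 0.73 and -0.63.

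The tables argue against scaling between arrays as the whole cause, since 64 of the 87 and 153 of the 169 probes also passed under scaling to the 75th percentile. They argue against probes near background too: 71.3% of the probes for 14 against 30 °C and 72.2% of those for 30 against 25 °C were well above background on all arrays, against 73.7% of all probes tested. For the probes called here, a candidate explanation that the values go with is a signal that other probes of the gene do not share. The paper reports that for some genes raised in the cool only certain transcript isoforms rose. A fault of the probe and a change of some isoforms were not told apart here. Other probes of the same gene had the same direction for 52.4% of 21 genes at 14 against 30 °C and for 55.0% of 40 genes at 30 against 25 °C. For weak calls of the direct comparisons that share was between 83.9% and 93.9%. With array quality weights, which called 524 and 1091 probes, it was 77.6% of 125 genes (95% exact binomial interval 69.3% to 84.6%) and 75.2% of 254 genes (69.4% to 80.4%), and 13 of 13 genes for 14 against 25 °C. For these larger sets single probes are argued against as the whole explanation. Slide or scan stays open and cannot be told apart from the groups, as 0 slides held more than 1 group, and so does a biological effect of *His2Av* depletion on the response to temperature.

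The genes named for the interaction of 14 against 30 °C were *ND5* (3.82), *CG42335* (3.13), *Srg3* (3.13), *b6* (-2.07), *Nagk* (-1.70) and *CG6299* (-1.65). Other probes gave 0.41 and 2.19 for *ND5*, -0.34 for *CG42335* and -0.21 for *Srg3*, so for the latter genes the direction was that of a single probe. For *b6* and *CG6299* the other probe had the same direction, with -1.94 and -1.45. *Nagk* had no other probe. No gene was tested apart from the set, and slide stays open for each of them.

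Whole lists were also tested for the interaction of 14 against 30 °C. With limma's camera at its preset correlation, 4 of the 15 lists differed between RNAi groups: S phase (median interaction -0.35, adjusted p 5.04e-05; -0.45 to -0.22 with each array left out), M phase (-0.30, 0.00148; -0.37 to -0.22), the mitochondrial ribosome (0.23, 2.34e-05; 0.10 to 0.30) and insulin and TOR signalling (-0.26, 0.0196; -0.27 to -0.17). Other tests did not bear this out for most of them. Fry called insulin and TOR signalling alone (adjusted p 0.0282; S phase 0.190, M phase 0.280, mitochondrial ribosome 0.512), and none with a replicate block within each RNAi group (0.0812; S phase 0.0828, M phase 0.0993, mitochondrial ribosome 0.374, *Hsp* 0.384). Camera with an estimated correlation called none, while with that block and the preset correlation it also called *Hsp* (0.0362). When RNAi labels were exchanged within each temperature, the difference in the median change was -0.42 for S phase (exact permutation p 0.11), -0.18 for M phase (exact p 0.18) and -0.48 for *Hsp* (exact p 0.375). These permutations left in any H2Av effect that both temperatures share, so their p-values can be too large. With same-numbered arrays paired, the changes of S phase in H2Av RNAi (-1.61 to -1.37) lay below those in lacZ RNAi (-1.18 to -1.03), and those of M phase (-0.80 to -0.541) below -0.540 to -0.42. The exact permutation p was 0.1 for both, the smallest that 3 pairs against 3 can give, and 0.3 for *Hsp*. The pairs of the mitochondrial ribosome and of insulin and TOR signalling did not overlap either (exact permutation p 0.1), nor did those of glycolysis, oxidative phosphorylation and the cytoplasmic ribosome, which camera did not call.

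Scaling is argued against, as the median interactions relative to all probes under scaling to the 75th percentile were -0.40 for S phase, -0.27 for M phase, 0.21 for the mitochondrial ribosome and -0.21 for insulin and TOR signalling. Random labels cannot be told apart from a difference for these 4 lists, since the paired design is too small to pass and the other tests disagree. No difference was shown for *Hsp*. Slide stays open for all of them, as does an effect of *His2Av* depletion.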

How the results depend on the processing

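The fits with array quality weights and with a replicate block within each RNAi group, and the pairing of same-numbered arrays in splits and permutations, were chosen only after the data had been seen. Means over spots changed no call or count beyond 1.5 times. The slide as a block was not run, since each slide held a single group.

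Under scaling to the 75th percentile, the probes changed by H2Av RNAi at 25 °C numbered 4808, the interaction of 14 against 25 °C 1 and that of 30 against 25 °C 267. *Act5C* reversed to 0.16 at 14 °C and 0.14 at 30 °C, where the median over all probes lay at 0.13 and 0.16, so that these signs follow the scaling. The calls of *b6* (-1.91, limma adjusted p 0.0655) and *CG6299* (-1.56, adjusted p 0.0526) were lost, and the cause of the latter was not tested.

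Normexp background correction and the deposited matrix lowered most counts. H2Av against lacZ RNAi gave 442 probes at 14 °C, 1766 at 25 °C, 775 at 30 °C and 670 for the mean with normexp, and 495, 1969, 874 and 779 with the matrix. In lacZ RNAi, 14 against 30 °C gave 2196 and 2474, 14 against 25 °C 1481 and 1672, and 30 against 25 °C 836 and 998. In H2Av RNAi the counts were 2709 and 3005, 681 and 785, and 632 and 776. The interaction of 14 against 25 °C gave 0 probes with limma in both (2927 and 2884 at an unadjusted p under 0.05). No named gene changed its direction or call. The cause was not tested.

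Without a filter the interaction of 14 against 25 °C gave 7 probes. With the 16047 probes well above background on all 18 arrays, it gave 0 with limma (2129 at an unadjusted p under 0.05), the H2Av effect for the mean of temperatures 1046, and H2Av RNAi 3365 at 14 against 30 °C, 972 at 14 against 25 °C and 987 at 30 against 25 °C. Fewer probes were tested there. Probes that are dim in a group are the ones for which signal over background limits what can be measured, and the size of a change is least certain for them.

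Outside the 4 comparisons in which replicate numbers paired the arrays, at least 1 of 3 same-numbered pairs had r of 0.1 or less. Over all groups same-numbered arrays deviated together with r over 0.1 in 25 of 45 pairs (range -0.47 to 0.61, median 0.18, against -0.08 for other pairs). With the replicate block over all groups the interaction of 14 against 25 °C gave 1 probe. With a replicate block within each RNAi group, which cannot give comparisons between RNAi groups, it gave 1 probe too, and *CG6299* lost its call (adjusted p 0.0907). The blocks changed no other call and moved no other count beyond 1.5 times.

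Fits with only the arrays of the groups compared gave 2077 probes for H2Av RNAi at 25 °C, 814 at 30 °C, 0 for 30 against 25 °C in lacZ RNAi with limma (3735 at an unadjusted p under 0.05) and 100 for the interaction of 30 against 25 °C. *b6* and *CG6299* lost their calls (adjusted p 0.0702 and 0.0514). These fits use fewer arrays to estimate the spread.

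Array quality weights, which were lowest for lacZ RNAi 25 °C replicate 1 (0.12) and lacZ RNAi 30 °C replicate 2 (0.18), gave 1336 probes for H2Av RNAi at 14 °C and 2590 at 30 °C, 4201 and 2736 for 30 against 25 °C in lacZ and H2Av RNAi, and interactions of 524, 69 and 1091 probes for 14 against 30, 14 against 25 and 30 against 25 °C. The difference for CoolDown probes was -0.17 (exact permutation p 0.03), and *Act5C* at 25 °C reversed to -0.089. The cause was not tested.

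At an adjusted p of 0.01, H2Av RNAi gave 420, 1771 and 862 probes at 14, 25 and 30 °C, lacZ RNAi 1494 at 14 against 25 °C and 805 at 30 against 25 °C, H2Av RNAi 920 and 713 for these, and the interactions 29, 1 and 88. With no minimum fold, the counts were 1574, 5914, 2650 and 7814 for H2Av RNAi at 14, 25, 30 °C and the mean, 6943, 4706 and 3317 for 14 against 30, 14 against 25 and 30 against 25 °C in lacZ RNAi, and 8368, 2900 and 2620 in H2Av RNAi. Testing against 1.2-fold with treat gave 3310 for the mean, 1206 for 30 against 25 °C in lacZ RNAi, and interactions of 52 (14 against 30 °C) and 1 (14 against 25 °C). Testing against 2-fold with treat gave 32, 169, 181 and 279 for H2Av RNAi, 831, 121 and 23 in lacZ RNAi, 1109, 93 and 47 in H2Av RNAi, and interactions of 1, 1 and 26. A stricter or looser threshold moves counts by construction.

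Probes chosen in lacZ RNAi alone reversed the differences in temperature response, to -0.070 for CoolUp and 0.084 for CoolDown probes (exact permutation p 0.49 and 0.605). Chosen in H2Av RNAi alone they were 0.30 and -0.34 (exact permutation p 0.005 for both, the smallest possible). Selection within a group favours that group. Camera with an estimated correlation lost the calls of S phase (-1.11 and -1.54), M phase (-0.47 and -0.65) and *Hsp* (-2.24 and -2.71), while fry kept all 6.

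With each array left out in turn, H2Av RNAi gave 460 to 815 probes at 14 °C and 1862 to 4697 at 25 °C. The comparison of 30 with 25 °C gave 1001 to 4112 in lacZ RNAi and 905 to 1243 in H2Av RNAi. Interactions gave 48 to 94 for 14 against 30 °C, 1 to 3 for 14 against 25 °C and 107 to 432 for 30 against 25 °C. The difference for CoolDown probes ranged from -0.19 to -0.057. *Act5C* ranged from -0.11 to 0.73 at 25 °C and from -0.15 to 0.056 at 30 °C. Of 348 values of named genes, 319 kept direction and side of an adjusted p of 0.05, 26 rose above it and 3, all of *Act5C*, changed sign. Those that rose were values of *ND5*, *b6*, *CG6299* and, with changes below 2-fold, *InR*. The cause was not tested. *His2Av* kept its direction and call with each array left out and under the alternatives that gave it a value, where its adjusted p reached 0.0339 with the compared arrays alone. Other thresholds and treat were run for counts only.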

Other observations

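In this part, the tests on mitochondrial transcripts, on the scaling of lists, with fry at single temperatures, with same-numbered arrays kept together, on the permutation of all 15 lists and on the deviation shared by a pair of arrays were chosen only after the results had been seen.

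*His2Av* signal in H2Av RNAi was 11.3%, 11.9% and 6.47% of the control at 14, 25 and 30 °C, and 4.65%, 3.45% and 1.56% by its other probe. That is lower than the value quoted from the study above. The quoted value does not name transcript or protein, so these can be different quantities. *Hsp23* differed 33.0-fold between 14 and 30 °C in lacZ RNAi. That is lower than the value quoted from the study above for another experiment. In lacZ RNAi, 2055 probes were higher and 2210 lower at 14 than at 30 °C. Both are higher than the counts quoted above, which are of genes, of other sets of temperatures and at a stricter threshold.

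Chance was weighed with other splits of the arrays. For H2Av against lacZ RNAi at 14, 25 and 30 °C, for 14 against 30 and 14 against 25 °C in lacZ RNAi, and for the 3 comparisons within H2Av RNAi, 1 of 10 splits (the real one) gave as many probes. For 30 against 25 °C in lacZ RNAi it was 2 of 10, the other split giving 2476 probes. In the comparisons where replicate numbers paired the arrays (14 against 30 °C in lacZ RNAi and the 3 within H2Av RNAi), the real split was the only one of the 4 splits parting all pairs to give as many probes, the others giving at most 1, and the 6 splits that parted fewer pairs gave at most 2. With 10 splits, the splits alone cannot exclude chance for any of these. For 14 against 30 °C chance is argued against by the effects in lacZ and H2Av RNAi, which share no arrays and correlated across probes with r of 0.84, above the range of -0.59 to 0.66 simulated without any effect. For the mean of the temperatures it was 1 of 100 splits that exchange arrays within each temperature, and 1 of the 10 that keep same-numbered arrays together, so that chance cannot be excluded where the numbers pair the arrays.

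On lacZ RNAi 25 °C replicate 1, 20 probes of 10 genes of the mitochondrial genome were lower by a median of -2.05 than on the other arrays of the group. Quantile normalization is argued against, as unnormalized signals differed by -1.48 while all probes differed by 0.33. A mislabelled sample is argued against by the level of 14.23, which lay below all other 17 arrays (gap -1.58), and by *His2Av* at 15.04. A failed hybridisation of the whole array is argued against by the E1A control spots at 11.6, above the other 17 arrays. A local defect is argued against by 92.6% of 27 spots being lower, spread over the whole spot order. The RNA composition of this sample stays open, with 1 array of the sample. No biological explanation was tested, since the design gives none for a single array.

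The same array and lacZ RNAi 30 °C replicate 2 deviated together from their groups. Their scores on the first component of the deviations (41.1% of the variance) were 78.8 and 94.2, against -56.9 to 34.96 for the other 16 arrays. Their deviations correlated across probes with r of 0.45. Some other pairs of arrays had a higher r, up to 0.61 for lacZ RNAi 30 °C replicate 1 and H2Av RNAi 14 °C replicate 1. The scores set these arrays apart, while r alone does not. Scaling is argued against, since r of their deviations was 0.51 under scaling to the 75th percentile. Exchanged labels are argued against by a gap of 0.66 between the temperature scores of the lacZ RNAi groups at 30 and 25 °C. A signal of single probes may contribute, as probes of a gene shared this component less (intraclass correlation 0.251) than the effect of temperature (0.628) or of H2Av RNAi (0.785). No biological explanation was tested, since the design gives none for these arrays.

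In the mean of the temperatures, 8 of 15 lists differed between H2Av and lacZ RNAi by an exact permutation adjusted over the lists, and the 3 with the largest medians were examined further. The glycolysis list rose by 0.63 (exact permutation p 0.00025, the smallest possible; 0.59 to 0.67 with each array left out). The peroxisome list changed by -0.42 (exact permutation p 0.00025) and the mitochondrial ribosome list by -0.35 (exact permutation p 0.002). These permutations part same-numbered arrays. With such arrays kept together p was 0.1 for each of the 3 lists, the smallest possible, which decides nothing. Random RNAi labels are argued against by fry at single temperatures, which does not compare across them, with a lowest adjusted p of 0.000218 for glycolysis, 0.00213 for peroxisome and 0.00641 for the mitochondrial ribosome. So is scaling, as the medians nearest 0 relative to all probes under scaling to the 75th percentile were 0.41, -0.39 and -0.20. Camera with the preset correlation called the mitochondrial ribosome list at 25 and 30 °C but not at 14 °C (adjusted p 0.264). The others past the first permutation were S phase (-0.27, adjusted p 0.00938), oxidative phosphorylation (-0.12, 0.0319), autophagy (-0.12, 0.00625), insulin and TOR signalling (0.15, 0.00825) and beta oxidation (-0.12, 0.0319). None of these can pass with same-numbered arrays kept together. Under scaling to the 75th percentile, the medians of insulin and TOR signalling relative to all probes were -0.03, -0.27 and 0.19 at 14, 25 and 30 °C. The rise of that list thus depended on the scaling. The medians of S phase, oxidative phosphorylation, autophagy and beta oxidation were negative at each temperature on that measure. Of S phase, camera called the fall at 14 °C (-0.43, adjusted p 1.51e-05) and at 25 °C (-0.39, 0.00606), and at 30 °C the median was 0.02 (0.803). The lists were singled out after their values were seen, and with an estimated correlation camera called no list at any temperature. For glycolysis, relative to the mean of the groups, the highest lacZ RNAi array lay at -0.11 and the lowest H2Av RNAi array at 0.04. Each RNAi group covered 3 slides, so this argues against single slides as the whole cause for glycolysis. The margin was narrow for peroxisome (lowest lacZ RNAi array -0.011, highest H2Av RNAi array -0.052). Arrays overlapped for the mitochondrial ribosome (-0.16 and 0.18). Slide stays open for the lists other than glycolysis. An effect of *His2Av* depletion stays open for all of them and may or may not underlie these shifts.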
